A study of Arabidopsis thaliana with 9 samples. Its data were reported in "Dissecting Low Atmospheric Pressure Stress: Transcriptome Responses to the Components of Hypobaria in Arabidopsis" (2017).

How the data were processed

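Expression was measured in the dissected roots of Arabidopsis thaliana seedlings (ecotype Wassilewskija, 5 d old) after 24 h in 1 of 3 atmospheres. The groups were ambient pressure (97 kPa), low pressure in which oxygen fell with total pressure (50 kPa), and the same low pressure at which added oxygen brought its partial pressure back to 21 kPa, a treatment named 50 kPa/NormOx. Each group held 3 arrays, grouped by the sample titles. Each array carried the pooled roots of plants from 1 tube, and the 3 tubes of a group came from 3 chambers.

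Labelled cRNA was hybridised to ATH1 arrays, and the deposited values were linear MAS5 signal intensities made by the authors with Affymetrix Expression Console; software versions are not given in the sources used here. Every array had been scaled to a common target, with a trimmed mean of 500.1. The deposited intensity values were positive throughout and carried no detection calls, so that a dim probe set could not be told from an absent transcript. Such scaling sets the average signal of the arrays equal and would hide a change in total mRNA. The study tested values from another normalization, the robust multi-chip average, which was not used here. Precision was limited by the number of arrays.

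The table held 22810 probe sets, and 0 of its sample columns were left unused. The 64 control probe sets and 148 probe sets of organelle-encoded genes were left out, the latter as in the study. Of the 148, 69 were named as plastid genes and 79 were assigned by their place in runs of probe numbers taken to hold organelle genes, an assumption that the fit with these probe sets kept does not need. Of the remaining 22598 probe sets, the 6780 with the lowest mean log2 signal over all arrays (30%) were left out, which set a floor at a signal of 66.7 and left 15818 for testing. Probe sets were named through the platform annotation, with gene IDs looked up in the TAIR10.1 gene table, where 13436 of the 13513 probe sets that named 1 gene were matched. A further 503 probe sets named several genes and 8794 were not listed; these are given by probe set number or counted only. Genome coordinates are not given, since no build is named for the array. The probe sets of PDC1, ADH1, AHB1, PCO1, SUS1, SUS4, LBD41, EPF2 and CWLP were not analysed by name here.

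Signals were transformed to log2 without an offset, and the 9 arrays were fitted together in limma 3.58.1 (R 4.3.3) with moderated two-sided tests and an intensity trend in the prior variance. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05. The 3 groups were compared in all 3 pairs. The 22 gene lists fixed before the data were examined came from textbook knowledge, and 11 lists were added once probe names had been read and before groups were compared. Several of the 22, among them those on suberin, cell wall, glucosinolates, phloem, stomata and glutaredoxins, were drawn up after the study's gene tables had been read and are not independent of them. Each gene was represented by its brightest probe set. The 4 fixed and 11 added lists with at least 5 tested members were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Beside it were run camera with an estimated correlation and fry, whose p-values are given without adjustment over lists. Named genes were the 10 largest rises and 10 largest falls per comparison, up to 4 members per list by smallest p, and SWEET11. The rises and falls were taken among called probe sets that named 1 gene and whose arrays did not overlap between groups. The 9 genes listed above as not analysed by name had been chosen as well, but have no values here.

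The fit was tested on simulated data with 200 changed probe sets among 15818. Normal noise was drawn independently for each probe set and array, with the spread that the fit itself had estimated. The shares below hold for such noise and may not hold for the real arrays. For 50 kPa against 97 kPa it recovered 10.4% of the 67 changes of 1.5-fold, 58.2% of the 67 of 2-fold and 87.9% of the 66 of 4-fold, with 7 false calls. For 50 kPa/NormOx against 97 kPa the shares were 20.9%, 67.2% and 92.4%, and for 50 kPa against 50 kPa/NormOx they were 13.4%, 55.2% and 90.9%. Alternatives covered the filter, the scaling, the offset (log2 of signal plus 32), the variance model, array weights, the arrays in the fit, a block for replicate number, the organelle probe sets, the threshold and leaving out each array in turn.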

Results

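The data comprised 9 ATH1 arrays of 5 d roots, with 3 arrays in each group (97 kPa, 50 kPa or 50 kPa/NormOx). Median signals over all probe sets were 211 ± 4.86 (SD, n = 3) at 97 kPa, 199.6 ± 3.04 at 50 kPa and 203 ± 2.82 at 50 kPa/NormOx. The ratio of 3' to 5' signal of the GAPDH control was 5.72 ± 0.577, 4.85 ± 0.394 and 5.03 ± 0.530 in these groups, and arrays at 97 kPa and 50 kPa did not overlap, where chance gives 10%. The ratio was 62.0 ± 6.81, 58.7 ± 12.2 and 69.5 ± 11.6 for actin and 5.01 ± 0.150, 5.17 ± 1.00 and 5.11 ± 0.435 for ubiquitin, with overlap between groups. Over the 15818 tested probe sets, arrays of the same group correlated at 0.944 to 0.965 and arrays of different groups at 0.935 to 0.960 across probe sets. On the second principal component of the tested probe sets, 50 kPa/NormOx replicate 2 lay at -27.4, beside the 50 kPa arrays (-20.8, -20.2 and -10.9), whereas the other 50 kPa/NormOx arrays lay at 13.8 and 5.59. This replicate 2 correlated at 0.960, 0.957 and 0.954 with the 50 kPa arrays, and lower, at 0.944 and 0.946, with its own group.

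Roots were first compared between 50 kPa and 97 kPa, where total pressure and oxygen fell together. Genes of the core hypoxia response rose. AT4G33560, which encodes a wound-responsive family protein, had a signal of 1885 ± 260.0 (SD, n = 3) at 50 kPa and 196 ± 43.4 at 97 kPa, a 9.73-fold rise (limma, adjusted p = 0.000161). AT1G33055 rose (671 ± 481 against 74.8 ± 37.4, adjusted p = 0.0186), but the arrays at 50 kPa spread widely and the mean at 97 kPa lay near the filter's floor of 66.7, so the size of the rise is uncertain. AT3G03270, a universal stress protein known as HRU1, rose 2.31-fold from 985 ± 14.5 to 2285 ± 283 (adjusted p = 0.000696).

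The core hypoxia list had 52 entries, of which 23 were tested. Of the tested members, 6 rose, none fell and 17 did not pass, while 12 rose when adjusted over the list alone. Besides the 3 genes above, the risers were AT4G10270, another wound-responsive family gene (3.70-fold, adjusted p = 0.0101), AT4G27450 (3.68-fold, adjusted p = 0.00206) and AT5G66985 (2.54-fold, adjusted p = 0.0317). The median change of the list was 0.66 on the log2 scale (camera, adjusted p = 1.44e-19), and the list kept its call with an estimated correlation (adjusted p = 0.0166). PDC2, a pyruvate decarboxylase of the fermentation pathway, had a log2 change of -0.03 ± 0.23 (SE) and did not pass. It was 1 of 2 tested genes among 14 entries of the fermentation list, so that pathway was hardly covered. The other, AT4G17260, had a log2 change of 0.65 ± 0.21 (limma, adjusted p = 0.333) and was higher when adjusted over the list alone. PDC1 had no values here. Outside the list, AT1G62500, of the lipid transfer protein family, rose 2.57-fold from 300.1 ± 37.3 to 770.4 ± 81.6 (adjusted p = 0.0101). The dehydrin family gene AT4G38410 fell by 1.38 on the log2 scale, from 730.5 ± 135 to 289.5 ± 103 (adjusted p = 0.0261).

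**Figure D1:**
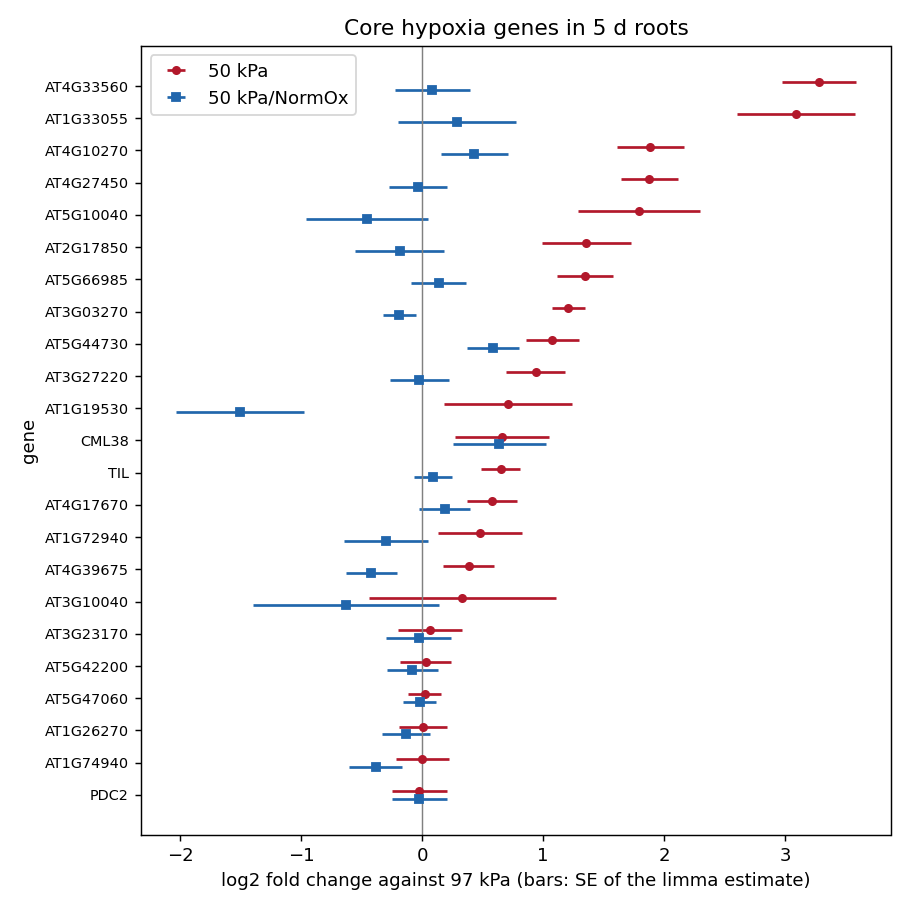
Log2 fold change against 97 kPa (horizontal axis) of the 23 tested core hypoxia genes (vertical axis) at 50 kPa (circles) and 50 kPa/NormOx (squares), with bars for the standard error of the limma estimate. AT4G33560 lies at 3.28 at 50 kPa and at 0.08 at 50 kPa/NormOx.

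CC-type glutaredoxins, small redox proteins, were lower as a list at 50 kPa (8 tested, median -0.70, camera adjusted p = 0.00202), but no member passed alone and the call was lost with an estimated correlation (adjusted p = 0.452). This list is not independent of the study's gene tables. Photosynthesis genes were higher as a list (24 tested, median 0.33, adjusted p = 5.91e-08; adjusted p = 0.806 with an estimated correlation), and again no member passed over all probe sets. When adjusted over the list alone, 2 were higher. The median was 0.20 without 97 kPa replicate 1, 0.22 without 50 kPa replicate 2 and 0.50 without 97 kPa replicate 3. PORB, an enzyme of chlorophyll synthesis, had a log2 change of 0.96 ± 0.26 and TROL one of 0.98 ± 0.27. Plastid-encoded probe sets, outside the tested set, had a median of 0.18 in the same comparison. The suberin genes AT2G23540 and AT5G37690, which encode GDSL-type lipases, had changes of 1.26 and 1.07 without passing, and all 4 tested suberin genes were higher when adjusted over the list alone, a list not independent of the study. STOMAGEN, a peptide that promotes stomatal formation in shoots, had a log2 change of 1.24 ± 0.34 and did not pass.

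Across all genes 15 of 15818 probe sets were called, 13 higher and 2 lower at 50 kPa, and 8 of the 15 named 1 gene. Arrays of the groups did not overlap for 16.0% of probe sets, where chance gives 10%. The count was 62 when the 6 arrays were fitted alone, 6 without the variance trend, 53 and 25 without 50 kPa/NormOx replicates 2 and 3, and 8 without 97 kPa replicate 2, 50 kPa replicate 1 or 50 kPa replicate 3.

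The comparison of 50 kPa/NormOx with 97 kPa asked what low pressure did when oxygen was held at its ambient partial pressure. Genes of the suberin list rose, while no core hypoxia gene passed. AT2G23540 rose 3.07-fold from 291 ± 111 (SD, n = 3) to 849.5 ± 151 (limma, adjusted p = 0.0308), AT5G37690 rose 2.55-fold (adjusted p = 0.0201), and the lipid transfer protein gene AT2G48130 rose 2.65-fold from 307 ± 67.7 to 819 ± 231 (adjusted p = 0.0330). These made 3 of the 4 tested suberin genes, a list too short for a list test and drawn up after the study's tables had been read. The other member, AT5G12420, had a log2 change of 1.17 ± 0.30 (adjusted p = 0.102), and all 4 rose when adjusted over the list alone.

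AT5G04120 rose to 270.3 ± 45.3 from 52.0 ± 14.7, a mean under the filter's floor, so the size of the rise is uncertain (adjusted p = 0.0311). Other rises included the lipid transfer family gene AT1G62510 (4.08-fold, adjusted p = 0.0109), AT4G38080 (3.86-fold, from 888 ± 337 to 3255 ± 458, adjusted p = 0.00792), AT2G22510 (3.39-fold), AT2G47200 (2.25-fold), AT3G48450 (2.19-fold) and the plantacyanin gene ARPN (2.14-fold). AT1G23130 fell by 2.38 on the log2 scale, from 1295 ± 184 to 260.4 ± 94.5 (adjusted p = 0.00256). AT3G27400, of the pectate lyase family, fell by 1.64 (adjusted p = 0.0366), and AT1G52820 fell by 1.43, AT2G38970 by 1.38, AT1G67870 by 1.28 and AT4G00780 by 1.24 on the same scale. The peptide transporter family gene AT1G59740 (NPF4.3) fell by 1.14, AT4G14020 by 1.07 and AT2G27740 by 1.06.

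**Figure D2:**
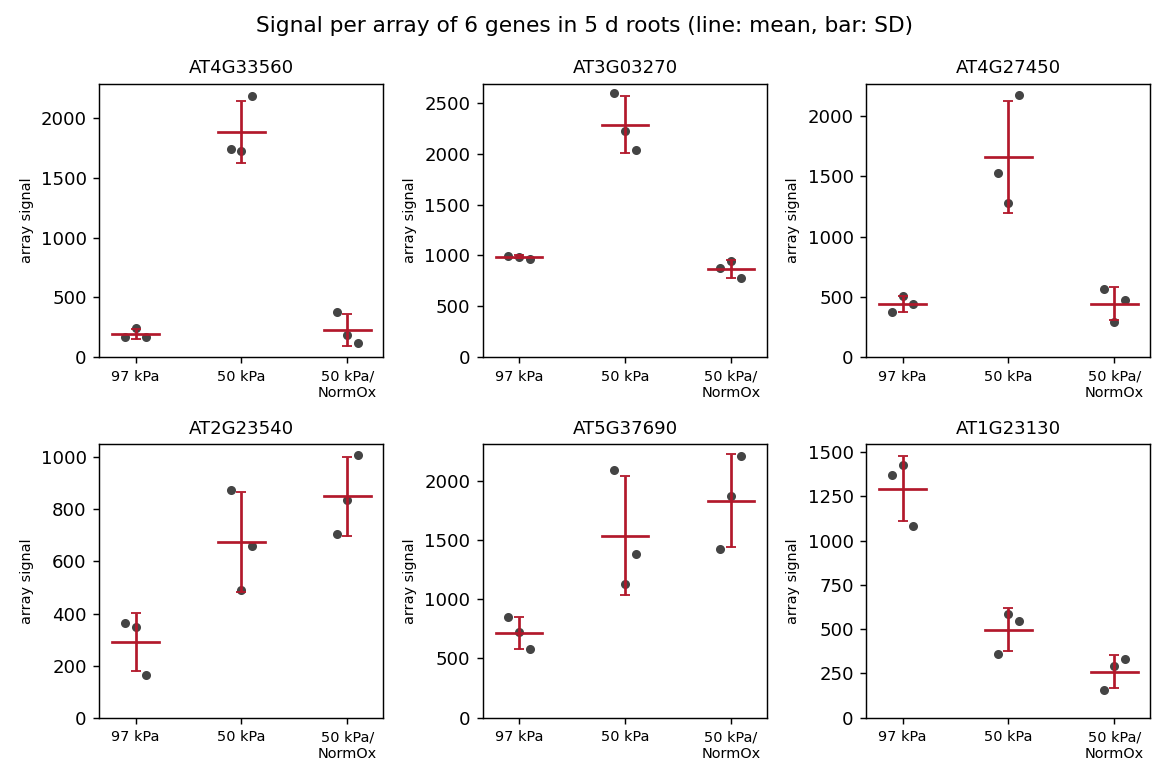
Array signal (vertical axis, linear) of 6 genes on the 3 arrays of each group (horizontal axis); points are arrays, red lines means and red bars SD. AT4G33560 averaged 1885 at 50 kPa and 228 at 50 kPa/NormOx, whereas AT2G23540 averaged 674 and 849.5 in these groups.

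CC-type glutaredoxins were lower as a list at 50 kPa/NormOx (8 tested, all 8 below 0, median -0.79, camera adjusted p = 7.71e-06), though not with an estimated correlation (adjusted p = 0.282). AT1G06830, known as GRXS11, fell by 1.13 (adjusted p = 0.0405) and was the 1 member that passed over all probe sets; 4 fell when adjusted over the list alone, a list not independent of the study. AT5G18600 had a log2 change of -1.36 ± 0.28 (adjusted p = 0.0573). Cytosolic ribosomal protein genes were higher as a list (28 tested, 27 above 0, median 0.24, adjusted p = 3.32e-11; adjusted p = 0.379 with an estimated correlation; median 0.09 after quantile normalization), and none passed over all probe sets. When adjusted over the list alone, 8 were higher. Plastid-encoded probe sets had a median of -0.48, with 60 of 65 below 0, and the photosynthesis list did not pass (median -0.21, 18 of 24 below 0, adjusted p = 0.382). SWEET11, a sucrose exporter of the phloem, had 658 ± 338 at 50 kPa/NormOx and 1850.5 ± 408 at 97 kPa, a log2 change of -1.65 ± 0.37 that did not pass over all probe sets (adjusted p = 0.0680). The study, at an unadjusted limma p under 0.01 and at least 2-fold, reported SWEET11 as repressed in this condition. The glucosinolate gene BCAT4 (-0.66, adjusted p = 0.0864) and the expansins EXPA4 (-0.58, adjusted p = 0.0664) and EXPA15 (-0.64, adjusted p = 0.0886) did not pass. The core hypoxia list had a median of -0.03 with none of its 23 members called (camera, adjusted p = 0.865).

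In all, 62 probe sets were called, 29 higher and 33 lower, and arrays did not overlap for 18.5% of probe sets, where chance gives 10%. The count fell to 15, 11 and 2 without 97 kPa replicates 1, 2 and 3, to 2 without 50 kPa/NormOx replicate 3 and to 0 in limma without the variance trend (1800 at an unadjusted p under 0.05), and rose to 103 with the 6 arrays alone, 121 with array weights and 104 without 50 kPa/NormOx replicate 2.

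The direct comparison of 50 kPa with 50 kPa/NormOx asked what the oxygen supplement changed at equal pressure. The core hypoxia genes were again higher at 50 kPa. AT4G33560 was 9.18-fold higher than at 50 kPa/NormOx (limma, adjusted p = 0.000136), AT4G27450 3.77-fold (adjusted p = 0.00230) and AT3G03270 2.63-fold (adjusted p = 0.000154). AT1G33055 was also higher (adjusted p = 0.0456), with 84.5 ± 26.7 at 50 kPa/NormOx, again near the floor. These were 4 of 23 members; none fell, 19 did not pass, and 12 rose when adjusted over the list alone. The median of the list was 0.81 (camera, adjusted p = 6.29e-21, and adjusted p = 0.0139 with an estimated correlation). Over the alternatives this median ran from 0.52 to 0.96.

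Photosynthesis genes were higher at 50 kPa as a list (24 tested, 22 above 0, median 0.54, adjusted p = 5.23e-12), a call lost with an estimated correlation (adjusted p = 0.496). LPA1, a photosystem assembly factor, had 239 ± 13.6 at 50 kPa and 125 ± 13.5 at 50 kPa/NormOx (log2 change 0.95 ± 0.22, adjusted p = 0.292), and no member passed over all probe sets. When adjusted over the list alone, 12 were higher. LHCB4.1 of the light-harvesting antenna had 5754 ± 1345 and 3629 ± 1489 (0.72 ± 0.23, adjusted p = 0.409). Plastid-encoded probe sets had a median of 0.62, with 62 of 65 above 0, and 4 were called in the fit with organelle probe sets kept. Cytosolic ribosomal protein genes were lower as a list (median -0.20, adjusted p = 2.17e-10; adjusted p = 0.465 with an estimated correlation; median -0.10 after quantile normalization). Suberin genes AT2G23540 (-0.36) and AT5G37690 (-0.28) did not pass, nor did SWEET11 (1.30 ± 0.37, adjusted p = 0.344). CC-type glutaredoxins did not pass as a list (median 0.34, adjusted p = 0.0885).

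Altogether 13 probe sets were called, 12 higher and 1 lower at 50 kPa, and arrays did not overlap for 12.5% of probe sets, where chance gives 10%. The count was 94 without 50 kPa/NormOx replicate 2, 8 without 50 kPa replicate 3 or 50 kPa/NormOx replicate 3, and 4 without the variance trend.

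Against 97 kPa, the calls at 50 kPa and at 50 kPa/NormOx shared 1 falling and no rising probe set. Independent lists would share 0.00417 and 0.0238, but these comparisons share the 97 kPa arrays. Simulated groups without any change shared at most 1 call. Few calls arise without change, so that setting does not give the overlap expected for lists of the real size. Of 13 probe sets higher at 50 kPa than at 97 kPa, 9 were also called higher than at 50 kPa/NormOx, and those comparisons share the 50 kPa arrays. Of the 62 called at 50 kPa/NormOx against 97 kPa, 1 was also called between 50 kPa and 50 kPa/NormOx. Among the 76 probe sets called in either response against 97 kPa, 92.1% had the same sign in both, against 69.5% of all. The shared 97 kPa arrays favour the same sign. The small overlap of calls thus does not show that the 2 responses differ. Across the 15818 probe sets, which are not independent, the responses against 97 kPa correlated with Pearson r = 0.547 and Spearman rho = 0.528. Simulated unchanged groups sharing the 97 kPa arrays gave a mean r of 0.502 (0.480 to 0.524 in 100 simulations). The simulations drew each probe set independently, so their range is too narrow to judge the r of probe sets that vary together. The covariance was 0.0703 and the simulated covariance 0.0385, and part of any excess may come from the shared controls, which were too few to split.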

Values the study reported

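The study reported 103 differentially expressed genes in 5 d roots in at least 1 of the 50 kPa and 50 kPa/NormOx conditions.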

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

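The 3 patterns weighed here were chosen after the list shifts had been seen, with their tests set down before the tests' own values; chosen only after the result was seen were the fit without the array of the highest spikes and the use of the SE in the brightness test.

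Hybridization spikes, control RNAs outside the gene measurement, read higher on every 50 kPa/NormOx array than on any 97 kPa array, with a mean signal of 9945 ± 2011 (SD, n = 3) against 8024 ± 161. Replicate 1 read highest, and leaving it out, a choice made after seeing the data, gave 17, 45 and 15 called probe sets for 50 kPa against 97 kPa, 50 kPa/NormOx against 97 kPa and 50 kPa against 50 kPa/NormOx.

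Photosynthesis genes were higher as a list at 50 kPa than at 50 kPa/NormOx, but no member passed over all probe sets. When adjusted over the list alone, 12 of 24 were higher. The call was lost with an estimated correlation, and 3 of the 10 splits below gave as large a median. Array scaling does not account for the list shift, since the median was 0.54 after quantile normalization, nor does 1 array, since the value nearest 0 was 0.38 with each left out. Shoot tissue left on the dissected roots may account for it, as plastid-encoded probe sets moved alike (median 0.62 ± 0.06, SE). This SE was taken over the 65 probe sets, which are not independent, and not over arrays. A change in root plastids, which was not tested, would move the plastid-encoded probe sets too. The 4 tested shoot photosynthesis markers, all also in the list, had a median of 0.63, LHCB4.1 had signals of 5754 ± 1345 against 3629 ± 1489, and the shoot marker STOMAGEN had a log2 change of 0.44 ± 0.34 that did not pass. At 50 kPa/NormOx against 97 kPa, plastid-encoded probe sets were lower (median -0.48, 60 of 65), the list did not pass (median -0.21, and 0.02 without 50 kPa/NormOx replicate 1), and STOMAGEN (0.80 ± 0.34) and RCA (0.23 ± 0.34) lay above 0 without passing over all probe sets.

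CC-type glutaredoxins were lower as a list at 50 kPa/NormOx than at 97 kPa, but only 1 of the 8 tested members passed over all probe sets. The median stayed at -0.70 or lower with each of the 6 arrays left out, which argues against 1 array as the cause. Probes shared by the clustered paralogs of chromosome 4 do not alone account for it, since the 5 members elsewhere had a median of -0.84. Probes shared among those 5 were not tested. The list was drawn up after the study's gene tables had been read, so these values are not independent of them. An effect of low pressure itself remains an untested hypothesis, and the list call was lost with an estimated correlation. At 50 kPa against the same 97 kPa arrays the median was -0.70, a call likewise lost with an estimated correlation. Between 50 kPa and 50 kPa/NormOx the list did not pass (median 0.34, camera adjusted p = 0.0885).

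Ribosomal protein genes were higher as a list at 50 kPa/NormOx than at 97 kPa, but no member passed over all probe sets and the call was lost with an estimated correlation. When adjusted over the list alone, 8 of 28 were higher. Brightness-matched random lists had a median of 0.16. The list median of 0.24 ± 0.03 (SE) lay at percentile 98.3 of 10000 such lists, within 1 SE of their upper bound of 0.24. This SE was taken over the genes of the list, treated as independent, and not over arrays. A shift of bright probe sets could thus account for much of it and cannot be told apart from a change of these genes, since the margin is smaller than the spread. Leaving out each array gave at least 0.20, which argues against 1 array. The size depended on the scaling, with a median of 0.09 after quantile normalization, where the list was still called.

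With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. For 50 kPa against 97 kPa, 50 kPa/NormOx against 97 kPa and 50 kPa against 50 kPa/NormOx the real counts were 15, 62 and 13 and the highest other count was 0, each reached by 1 of the 10 splits. Core hypoxia medians were 0.66 and 0.81 (highest others 0.37 and 0.51) against 97 kPa and 50 kPa/NormOx, each reached by 1 split. Glutaredoxin medians had sizes of 0.70 and 0.79 (highest others 0.41 and 0.52) for 50 kPa and 50 kPa/NormOx against 97 kPa, each reached by 1 split. Ribosomal medians had sizes of 0.24 for 50 kPa/NormOx against 97 kPa and 0.20 for 50 kPa against 50 kPa/NormOx (highest others 0.14 and 0.19), each reached by 1 split. The photosynthesis medians of 0.33 against 97 kPa and 0.54 against 50 kPa/NormOx were each reached by 3 splits (highest others 0.44 and 0.67).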

How the results depend on the processing

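The fit without the array of the highest spikes was chosen after seeing the data. No called gene or list changed direction under any alternative run, but values that had not passed did: the photosynthesis median for 50 kPa/NormOx against 97 kPa went from -0.21 to 0.02 without 50 kPa/NormOx replicate 1, and SWEET10 at 50 kPa from -0.94 to 0.10 without 50 kPa replicate 1. The core hypoxia list kept its calls at 50 kPa against both other groups under every alternative run. Counts of called probe sets did not keep their size. For 50 kPa against 97 kPa (15), 50 kPa/NormOx against 97 kPa (62) and 50 kPa against 50 kPa/NormOx (13), the study's threshold gave 101, 142 and 70, and a fit without the variance trend gave 6, 0 and 4, the cause not tested. Adding a 2-fold limit left 36 for 50 kPa/NormOx against 97 kPa. For 50 kPa against 97 kPa the offset gave 26, the 6 arrays alone 62 and array weights 35; for 50 kPa/NormOx against 97 kPa the latter gave 103 and 121, and the cause was not tested. Leaving out an array gave 8 to 53, 2 to 104 and 8 to 94, with fewer arrays in each fit; the highest values all came without 50 kPa/NormOx replicate 2. The share of higher calls for 50 kPa/NormOx against 97 kPa was 46.8%, 41.8% after quantile normalization and 60.4% after median centring, which shifts each array as a whole. The correlation of the responses ranged from 0.427 (without 50 kPa/NormOx replicate 2) to 0.625 (without 97 kPa replicate 2). By the numbers in the titles, same-numbered arrays correlated at -0.05 to 0.11 in their deviations and others at -0.12 to 0.12, and 4 of 9 arrays correlated best with their own number, so no pairing was seen. The description of 50 kPa replicate 2 gives it the number 3, and that numbering was not run; a replicate block gave 30, 86 and 28 called probe sets. The CC-type glutaredoxin call at 50 kPa was lost without 50 kPa replicate 1 (median -0.47, adjusted p = 0.112). Its adjusted p over the alternatives ran from 0.000250 to 0.452. Calls were gained by the glutaredoxins at 50 kPa against 50 kPa/NormOx without 50 kPa replicate 1 or 50 kPa/NormOx replicate 2, by SWEET genes there without 50 kPa/NormOx replicate 3 or with the dimmest 50% left out, and at 50 kPa/NormOx against 97 kPa by photosynthesis genes without 97 kPa replicate 1 or 50 kPa/NormOx replicate 2 and by xyloglucan hydrolases and expansins without 97 kPa replicate 3. AT4G33560 and AT3G03270 kept their calls in all 20 alternatives in both comparisons, and every other named gene that was called lost its call in at least 1. Over all pairs of a named gene and an alternative, the outcome was unchanged in 5515, a call was lost in 153 and gained in 51. The unchanged pairs include genes called in neither fit, and only a called gene could lose a call. At 50 kPa/NormOx against 97 kPa, AT2G27740 lost its call in 10 of 20 alternatives. There AT1G06830 and AT2G22510 lost theirs in 9 of 20, and AT1G23130 in 1 of 20. Dim probe sets are limited by background, which the deposited signals do not report.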

Other observations

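Sugar transporters of the SWEET family did not pass as a list in any comparison (9 tested; camera adjusted p = 0.791, 0.382 and 0.104 for 50 kPa against 97 kPa, 50 kPa/NormOx against 97 kPa and 50 kPa against 50 kPa/NormOx). Nor did the glycolysis list (5 tested), the xyloglucan hydrolases and expansins (9 tested) or the added lists of UDP-glycosyltransferases, glutathione S-transferases, beta-glucosidases, XTHs and expansins by symbol, tubulins, trichome birefringence-like genes, GH9 cellulases and serine carboxypeptidase-like genes. Of these, the lowest adjusted p was 0.237, for xyloglucan hydrolases and expansins at 50 kPa/NormOx. The median, mean and camera direction differed in sign for 2, 3 and 5 lists in the order above, none of them called. The root hair marker EXPA18 had a log2 change of 0.02 at 50 kPa and did not pass. OPS, a phloem gene, had -0.36 at 50 kPa and -0.85 at 50 kPa/NormOx against 97 kPa without passing. At 50 kPa/NormOx against 97 kPa, 3 of 3 tested glucosinolate genes and 2 of 2 phloem markers were lower when adjusted over the list alone, and 0 over all probe sets (limma); neither list is independent of the study. Few members were tested in the lists on ethylene (1 of 16), auxin (3 of 16), heat shock (2 of 12), drought and abscisic acid (3 of 31), oxidative stress (4 of 18) and the cell cycle (1 of 14), where 0 members passed over all probe sets and 0 when adjusted over the list alone in each comparison.

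At the study's thresholds, 218 probe sets (not genes) passed in at least 1 of the 50 kPa and 50 kPa/NormOx responses. That is higher than the value quoted from the study above, but the counts are not like for like. The 218 come from MAS5 signals after the filter on dim probe sets. The study counted genes, from robust multi-chip average values.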
